# Transcriptomic analysis and novel insights into lens fibre cell differentiation regulated by Gata3

**DOI:** 10.1098/rsob.190220

**Published:** 2019-12-18

**Authors:** Elena Martynova, Yilin Zhao, Qing Xie, Deyou Zheng, Ales Cvekl

**Keywords:** Cdkn1b/p27, Cdkn1c/p57, differentiation, Gata3, lens, Prox1

## Abstract

Gata3 is a DNA-binding transcription factor involved in cellular differentiation in a variety of tissues including inner ear, hair follicle, kidney, mammary gland and T-cells. In a previous study in 2009, Maeda *et al*. (*Dev. Dyn.* **238**, 2280–2291; doi:10.1002/dvdy.22035) found that Gata3 mutants could be rescued from midgestational lethality by the expression of a Gata3 transgene in sympathoadrenal neuroendocrine cells. The rescued embryos clearly showed multiple defects in lens fibre cell differentiation. To determine whether these defects were truly due to the loss of Gata3 expression in the lens, we generated a lens-specific Gata3 loss-of-function model. Analogous to the previous findings, our Gata3 null embryos showed abnormal regulation of cell cycle exit during lens fibre cell differentiation, marked by reduction in the expression of the cyclin-dependent kinase inhibitors Cdkn1b/p27 and Cdkn1c/p57, and the retention of nuclei accompanied by downregulation of Dnase IIβ. Comparisons of transcriptomes between control and mutated lenses by RNA-Seq revealed dysregulation of lens-specific crystallin genes and intermediate filament protein Bfsp2. Both Cdkn1b/p27 and Cdkn1c/p57 loci are occupied *in vivo* by Gata3, as well as Prox1 and c-Jun, in lens chromatin. Collectively, our studies suggest that Gata3 regulates lens differentiation through the direct regulation of the Cdkn1b/p27and Cdkn1c/p57 expression, and the direct/or indirect transcriptional control of Bfsp2 and Dnase IIβ.

## 1. Introduction

The regulation of cell proliferation and cell cycle exit-coupled differentiation is a central feature of embryonic development and organogenesis. The critical components of cell cycle regulation are highly conserved in metazoan organisms (see [1,2]). Disruption of appropriate regulation can result in growth defects, tissue malfunction and/or cancer.

The ocular lens has served as a leading experimental model to study cell cycle exit for over three decades (see [3,4]). Cell cycle exit during terminal differentiation helps to establish the polarity of the embryonic lens vesicle at E11.5. The posterior portion of the lens vesicle is exposed to bone morphogenic protein (BMP) and fibroblast growth factor (FGF) growth factors originating from the optic cup/prospective neuroretina, and these factors are known to induce cell cycle exit-coupled lens fibre cell differentiation (reviews: [5–7]). By contrast, the anterior portion of the vesicle differentiates into the lens epithelium, comprising quiescent and proliferative cells [8]. Genetic studies demonstrated that temporally and spatially upregulated expression of two negative regulators of cyclin-dependent kinases, Cdkn1b/p27 and Cdkn1c/p57, is critical for the proper initiation of lens fibre cell differentiation [9–11]. A hallmark feature of lens fibre cell maturation is the temporally and spatially controlled degradation of the intracellular organelles, the mitochondria, endoplasmic reticulum, Golgi apparatus and finally the nuclei [12–14]. Nuclear degradation involves the activities of a number of DNA-binding transcription factors, DNA repair proteins Ddb1 and Nbs1, chromatin remodelling Brg1 and Snf2 h ATPases, and various enzymes, such as Alox15 and DNase IIβ [15,16]. Prior to their physical destruction, the nuclei change their shape from ovoid to more rounded, reduce their sizes and transfer both histone and non-histone proteins into the cytoplasm [17]. Retention of nuclei increases light scattering and triggers cataractogenesis [15].

Disruption of BMP and FGF signalling in lens, evaluated through loss-of-function experiments of genes encoding BMP and FGF receptors, negatively affects the expression of both Cdkn1b and Cdkn1c mRNAs and/or proteins [18–22]. Both FGFs [23,24] and BMPs [25] promote *in vitro* lens fibre cell differentiation. Subsequent *in vitro* studies also demonstrated that FGF and BMP signalling pathways in lens cells are interactive in that BMP keeps lens cells in an optimally FGF-responsive state, and, reciprocally, FGF enhances BMP-mediated gene expression [26–28]. Studies of multiple DNA-binding transcription factors in the lens, including Gata3 [29], Pax6 [30], Prox1 [31,32] and Pitx3 [33,34], revealed their roles in early stages of fibre cell differentiation and cell cycle exit control [7]. Other transcription factors, such as c-Maf, Hsf4 and Sox1, control crystallin gene expression [7], while compound loss of function of MafG and MafK serves as a model for age-onset cataractogenesis [35]. Downregulation of Cdkn1b and Cdkn1c, visualized by antibodies or *in situ* hybridizations, was found in *Gata3*, *Pitx3* and *Prox1* mutants [29–32,34]. Nevertheless, it is not known how these transcription factors respond to extracellular signalling in the lens and whether they are directly or indirectly involved in transcriptional control of *Cdkn1b* and *Cdkn1c* genes.

Analysis of the expression domains of a number of DNA-binding transcription factors regulating lens development identified restricted expression in the posterior part of the lens vesicle for c-Jun [36] and Gata3 [29,37]. By contrast, the majority of these factors, excluding Hsf4 and Sox1, which are turned on later in differentiating lens fibres [7], are expressed in both compartments of the lens vesicle. Gata3 expression is also detected in the surface ectoderm that gives rise to the lens placode formed by lens progenitor cells [29,36]. Prox1 is also highly upregulated in the nuclei of the posterior lens vesicle; however, it is also expressed in the anterior portion of the lens, both in the cytoplasm and nuclei [32,38]. FGF-regulated factors Etv1 (ER81) and Etv5 (ERM) and BMP-regulated Smads are also differentially expressed in the early lens vesicle and differentiating lens fibres [21,39–41].

Gata3 belongs to the GATA family of transcription factors that bind consensus 5′-(A/T)GATA(A/G)-3′ DNA sequences in the promoters and enhancers of target genes [42–44]. Gata3 plays a crucial role in the embryonic development. Gata3 null embryos die around E11.5 due to internal bleeding [45]. Transgene-mediated restoration of Gata3 expression in sympathoadrenal lineages using the human dopamine β-hydroxylase promoter was subsequently shown to be sufficient to rescue the embryonic lethality [29]. Using this genetic rescue approach, Maeda *et al*. [29] assessed lens development and discovered abnormal proliferation and failure to undergo proper cell cycle exit during fibre cell differentiation. The mutant embryos showed reduced expression of p27 and p57 at the mRNA levels. This experimental model, however, does not directly address the issue of whether Gata3 expression could be essential for the earliest stages of lens progenitor specification, or whether Gata3 is required only autonomously for proper fibre cell differentiation.

In this study, we report lens-specific conditional inactivation of *Gata3* using a Pax6-Cre mouse line coupled with global transcriptome analysis by RNA-Seq. Gata3-depleted lenses exhibit abnormal cell cycle exit, altered lens fibre cell morphology, denucleation defects and cataract formation. These abnormalities were visible by E12.5, and analysis of the expression changes of E14.5 mutant lenses revealed downregulation of mRNAs encoding specific β/γ-crystallins, DNase IIβ, phakinin/Bfsp2, Hopx and other genes. Expression of Cdkn1b/p27 and Cdkn1c/p57 proteins was also downregulated in *Gata3* null lenses, and direct Gata3 binding was observed at both *Cdkn1b/p27* and *Cdkn1c/p57* upstream promoter regions. Taken together, these data suggest that Gata3 regulates cell cycle exit coupled differentiation of lens fibre cells via a direct transcriptional regulation of Cdkn1b/p27 and Cdkn1c/p57 expression.

## 2. Material and methods

### 2.1. Conditional inactivation of Gata3 in lens progenitor cells

The conditional *Gata3* floxed allele (in the C57BL/6 background) was generated through homologous recombination as described elsewhere [46], and *Gata3^f/f^* mice were kindly provided by Dr Jinfang Zhu from the National Institute of Allergy and Infectious Diseases, the National Institutes of Health, Bethesda, MD. The *Gata3* null allele was obtained by the deletion of exons 4 that introduces a reading frame shift that would prevent the expression of exon 5 and more distal exons. Mice carrying the *Gata3-*floxed, wild-type allele or the *Gata3-*deleted allele were identified by polymerase chain reaction (PCR) with the following primer pairs: P13 and P16; and P8 and P16: 5′-TCAGGGCACTAAGGGTTGTTAACTT-3′ (P8), 5′-GAATTCCATCCATGAGACACACAA-3′ (P11), 5′-CAGTCTCTGGTATTGATCTGCTTCTT-3′ (P13), 5′-GTGCAGCAGAGCAGGAAACTCTCAC-3′ (P16). To inactivate *Gata3* specifically in lens progenitor cells, we used the Pax6-Cre mouse line described previously [47]. The Pax6-Cre line differs from the similar earlier line, le-cre, in the regulatory sequences driving the Cre, absence of GFP and probably the genomic integration site [48]. Mice were screened by PCR using tail genomic DNA and Cre-specific primers, forward: 5′-ATGCTTCTGTCCGTTTGCC-3′ and reverse: 5′-CAACACCATTTTTTCTGACCC-3′, yielding a 650 bp product. Gata3 CKOs (*Gata3^f/f^*, *Pax6Cre/+*) and their control littermates were generated by crossing the *Gata3^f/f^* with the *Gata3^f/wt^*, *Pax6Cre/+* mice. Noon of the day, the vaginal plug was detected and was considered E0.5.

### 2.2. Haematoxylin and eosin staining and gross histology

Dissected embryos were fixed in 4% paraformaldehyde overnight and were then dehydrated in an ethanol gradient, processed and embedded in paraffin at the Histology and Comparative Pathology Core Facility at the Albert Einstein College of Medicine, New York. Transverse sections were produced at 5 µm using a microtome. The slides were incubated for 1 h at 60°C, deparaffinized in xylene three times for 5 min, 100% ethanol twice for 3 min, followed by incubation in 95, 80 and 70% ethanol for 1 min each. After haematoxylin and eosin staining, the slides were embedded in TissuePrep-2 Embedding Media (Fisher Scientific), and the images were taken with an AxioObserver Z1 microscope (Zeiss, Germany).

### 2.3. Immunohistochemistry

Staged embryos were fixed in 4% paraformaldehyde overnight at 4°C, cryoprotected with 30% sucrose in phosphate-buffered saline (PBS) and embedded in Optimal Cutting Temperature tissue freezing medium (Triangle Biomedical Sciences, Durham, USA) for cryosectioning. 10 µm (immunohistochemistry) and 16 µm (*in situ* hybridization) transverse sections were collected. For immunohistochemistry, antigen retrieval was performed by boiling the slides in sodium citrate buffer (10 mM sodium citrate and 0.05% Tween 20, pH 6.0) for 20 min in a vegetable steamer. Furthermore, the sections were washed in PBS and incubated for 30 min with an Image iT™ FX signal enhancer (Molecular Probes, USA). Antigen was first recognized by primary antibodies during overnight incubation at 4°C and then visualized using Alexa Fluor 488- or Alexa Fluor 568-conjugated secondary antibodies (Molecular Probes, USA). Cell nuclei were counterstained with DAPI (1 : 1000) for 10 min (Sigma, USA). Slides were washed with PBS and mounted with Vectashield (Vector, USA). Images were taken with a Zeiss Axio Observer fluorescent microscope (Zeiss, Germany). The primary antibodies used: p27^Kip1^ (Santa Cruz Biotechnology, sc-528, 1 : 100), p57^Kip2^ (Abcam, ab75974, 1 : 100), H3K27me3 (Millipore, 07-449, 1 : 100) and SC-35 nuclear speckles (Abcam, ab11826, 1 : 200).

### 2.4. Transcriptome profiling using RNA-Seq

Mouse lenses from E14.5 *Gata3^f/f^*, *Pax6Cre+* (Gata3 null) and *Gata3^f/f^* (control) were dissected out in ice-cold PBS under the microscope. Control and Gata3 null lenses were pulled into three biological replicates; 10 lenses (five embryos) were used for each biological replicate per each genotype. The tissue RNA was isolated using the RNeasy Micro Kit (Qiagen). The lenses were homogenized with an electric pellet pestle motor in 500 µl of Qiazol. Total RNA was purified using micro columns, treated with RNase-free DNase set (Qiagen) and eluted in 14 µl of RNase-free water. The quantity and quality of RNA were analysed using the Qubit fluorometer (Thermo Fisher Scientific) and the Bioanalyzer (Agilent Genomics), respectively. The preparation of strand-specific library was performed using the NEBNext Ultra DNA Library Prep Kit (NEB), and sequencing was run on an Illumina HiSeq 4000 (Novogene, USA).

### 2.5. RNA-Seq data analysis

RNA-Seq reads were aligned to the mouse genome (mm10) using Tophat (v. 2.0.13) [49]. The number of RNA-seq fragments mapped to each gene in the Refseq gene annotation (downloaded from the UCSC genome browser in March 2017) was then counted using HTseq (v. 0.6.1) [50]. Cuffdiff (v. 2.2.1) [51] in the cufflinks package was also used to generate the normalized gene-expression level, fragments per kilobase of transcript per million mapped reads (FPKMs). The RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE131291. In total, 13 024 genes with mean FPKM >1 in either group were detected. Seventy-two differentially expressed genes were determined using the DESeq2 [52] with *p*_adj_ < 0.05 as cutoff. For additional comparisons, RNA-Seq data of the N-Myc [53] and Prox1 [32] lens mutants were compared with Gata3 data to identify commonly dysregulated genes. The Venn diagram and histogram were drawn using the R packages ‘Vennerable’ and ‘upset’. The enriched motifs in the promoters of differentially expressed genes were identified using HOMER (v. 4.7) [54]. The resultant GATA motif predicted was then scanned against promoters of all differentially expressed genes to identify the genes with the GATA motif. The functional analysis of differentially expressed genes was conducted with GSEA (v. 4.0.0) [55].

### 2.6. Quantitative RT-PCR validation

RNA from independent pools of control and mutant lenses was extracted using the RNeasy Micro Kit with on-column DNase digestion (Qiagen). About 1 µg of RNA was reverse transcribed into cDNA using the SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific, USA). The cDNA was diluted 15-fold and qPCR was performed using the StepOne Real-Time PCR System (Thermo Fisher Scientific, USA) and the Power SYBR Green Master mix (Thermo Fisher, USA) in 96-well plates. The relative gene expression was normalized using B2M, HMBS and SHDA reference genes. Student's *t*-test was performed to evaluate differential gene expression between control and Gata3 null lenses. Primers for qPCR are listed in electronic supplementary material, table S1.

### 2.7. Quantitative chromatin immunoprecipitation

Formaldehyde cross-linked chromatin was obtained from a pool of 400 mouse newborn lenses (CD1 mouse; Charles River Laboratories, Cambridge, MA, USA). The sheared chromatin (average size 600 bp of DNA) was generated by sonication [56]. Aliquots of chromatin representing 40 lenses were incubated with 5 µg of anti-Gata3 (Abcam, ab32858), anti-c-jun (Abcam, ab31419), anti-Prox1 (Abcam, ab32858) or anti-Smad1/5/8 (St. Cruz Biotechnology, sc-6331) antibodies bound to 20 µl of protein G-coated magnetic beads (Invitrogen) as we described earlier [36,57]. The immunoprecipitates were washed three times and resuspended in a buffer containing 10 mM Tris–HCl, pH 8.0, 100 mM NaCl, 25 mM EDTA supplemented with 0.1 mg ml^−1^ RNaseA and 0.2 mg ml^−1^ proteinase K. After 2 h incubation at 55°C, the cross-links were reversed by overnight incubation at 65°C. Genomic DNA was eluted into 250 µl of water using the QIAquick Spin Gel Purification kit (Qiagen, Santa Clara, CA, USA). The amounts of each specific DNA fragment in immunoprecipitates were determined by quantitative PCRs using a standard curve generated for each primer set with 0.04, 0.2 and 1% input DNA samples. Using a standard curve, we transformed *C*_t_ values into DNA copy numbers. The copy number of a specific DNA fragment in each assay was compared with the copy number of that fragment before immunoprecipitation (input DNA). A control antibody (rabbit normal non-immune IgG from Calbiochem) was included for each set of the qPCR experiments as we described elsewhere [57]. Primers for qPCR are listed in electronic supplementary material, table S2.

## 3. Results

### 3.1. Generation and characterization of lens-specific *Gata3* knockout mice

To perform conditional inactivation of *Gata3* in lens cells, we crossed *Gata3^f/f^* mice, harbouring loxP sites flanking the *Gata3* exon 4 [46] with Pax6-Cre transgenic mice expressing Cre recombinase in lens and corneal precursor cells of the head embryonic ectoderm as we described elsewhere [47]. Cre recombinase expression in Pax6-Cre mice is controlled by a mouse Pax6 ocular epithelial enhancer along with the P0 Pax6 promoter. PCR analysis of DNA from adult tail and lens tissue, using primers selectively amplifying the unrecombined or the recombined allele, showed that *Gata3* exon 4 was deleted in the lenses of mice expressing Cre (figure 1*a*). qPCR analysis of E14.5 embryonic lens RNA with primers spanning exons 4–5 demonstrated that Gata3 expression was dramatically downregulated (figure 1*b*). Dissection of neonatal mutant eyes revealed reduction in size (figure 1*c*). In addition, opaque spots clustering around the centre of the lens could be readily recognized. Gata3 conditional knockout (CKO) (Gata3^f/f^, Pax6-Cre/+) mice demonstrated eyelid reopening defects compared with control mice: control mice at P15 had open eyelids, while eyelids of *Gata3* CKO mice remained closed (data not shown).

**Figure 1.**
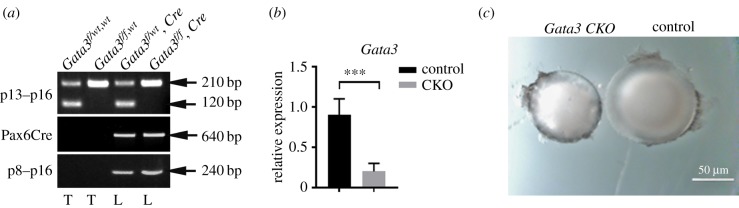
Characterization of *Gata3^L/L^; PAX6-Cre* mice. (*a*) Identification of floxed and deleted *Gata3* alleles by PCR after Cre-mediated excision. Samples are from heterozygous floxed (*f/wt*), homozygous floxed (*f/f*), heterozygous floxed (*f,wt*), Pax6-Cre-positive (*f/wt, Cre*) and homozygous deleted Pax6-Cre-positive (*f/f, Cre*) mice (Gata3 CKO). Genomic DNA for genotyping was extracted either from mouse-tail tissue (T) or P0.5 neonatal lens (L). Left margins: primer pairs; right margins: molecular sizes. (*b*) Analysis of Gata3 expression levels in control and *Gata3* null E14,5 lenses by qPCR, *p* < 0.01 (***). (*c*) Comparison of representative lenses from control and *Gata3* mutant (CKO) neonatal mice. Scale bar: 50 µm.

We next performed histological analysis of the Gata3 null lenses at postnatal stages P0 (figure 2*a*) and P15 (figure 2*b*). Mice homozygous for the conditional allele and heterozygous for the Cre transgene were defined as *Gata3^f/f^*, *Pax6-Cre* (Gata3 CKO thereafter). Heterozygous deletion of *Gata3* (*Gata3^f/wt^*, *Pax6-Cre*) as well as homo- (*Gata3^f/f^*, *wt*) and heterozygous (*Gata3^f/wt^*, *wt*) conditional alleles in the absence of Cre served as experimental controls. The eyes from all control animals showed normal ocular histology (figure 2). Lenticular defects were obvious in the *Gata3* CKO eyes at both P0 and P15 stages (figure 2). Changes within the lens, including fragmentation and liquefaction of lens fibres and swelling of lens epithelial cells (electronic supplementary material, figure S1), are consistent with a cortical cataract. In addition, there was delayed regression of the hyaloid vasculature, which appears to be a secondary mesenchymal developmental defect. The Gata3-depleted lens fibre cells retained their nuclei in the presumptive organelle-free zone (figure 2; electronic supplementary material, figure S1). Altogether, these data demonstrate that conditional inactivation of Gata3 in lens and eyelid precursor cells leads to cortical cataract formation and eyelid opening defects.

**Figure 2.**
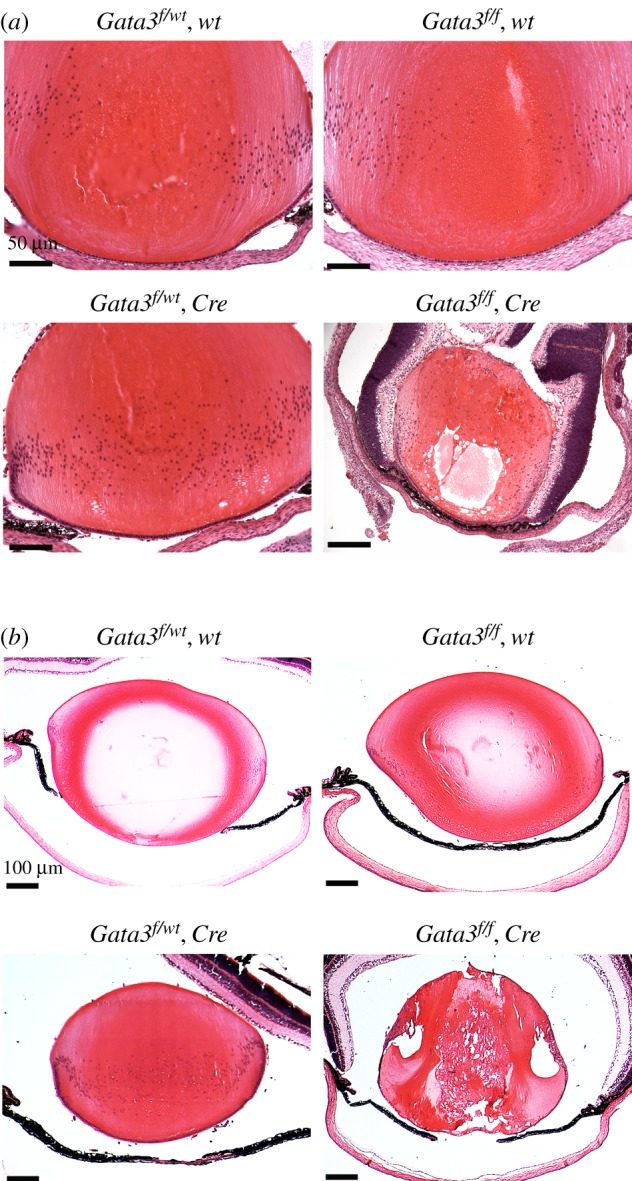
Comparative histological analysis of Gata3-depleted lenses with corresponding controls. Haematoxylin and eosin staining of postnatal P0.5 (*a*) and P15 (*b*) mice eyeballs. Note the defects in fibre cell maturation. Scale bars: 200 µm for P0.5 neonatal lens and 400 µm for P15 lens.

### 3.2. Gata3 is required for normal lens development

Previous studies detected Gata3 expression at E10.5 in the lens vesicle [29,58], and our recent findings observed Gata3 expression within the lens and otic pre-placodal regions at E9.5 [37]. The Pax6-Cre line expresses Cre recombinase from E9.5 of lens development [47]. To understand the onset of lens developmental defects, we collected and analysed mouse lenses at different stages of early embryonic development (figure 3). At E11.5, histological examination did not reveal notable morphological differences between Gata3 CKO and control lenses (figure 3*a*,*b*). Subtle changes in the lenses of the Gata3-deficient mice were first detected at E12.5, as lens fibres displayed slightly asymmetrical elongation patterns (figure 3*c*,*d*). At E14.5, in the control lens, the lens fibre cell nuclei show the regular ‘bow-like’ pattern; however, the nuclei in mutated lens fibres were positioned posteriorly for the most part (figure 3*e*,*f*). In addition, the fibres themselves were enlarged with finely vacuolated to granular eosinophilic cytoplasm (figure 3*e*,*f*). At E16.5, lens fibre cells were fragmented and replaced by variably sized, irregular, coalescing vacuoles (figure 3*g*,*h*). Taken together, our current study and the earlier studies [29] demonstrate that Gata3 plays an essential role in lens fibre cell differentiation.

**Figure 3.**
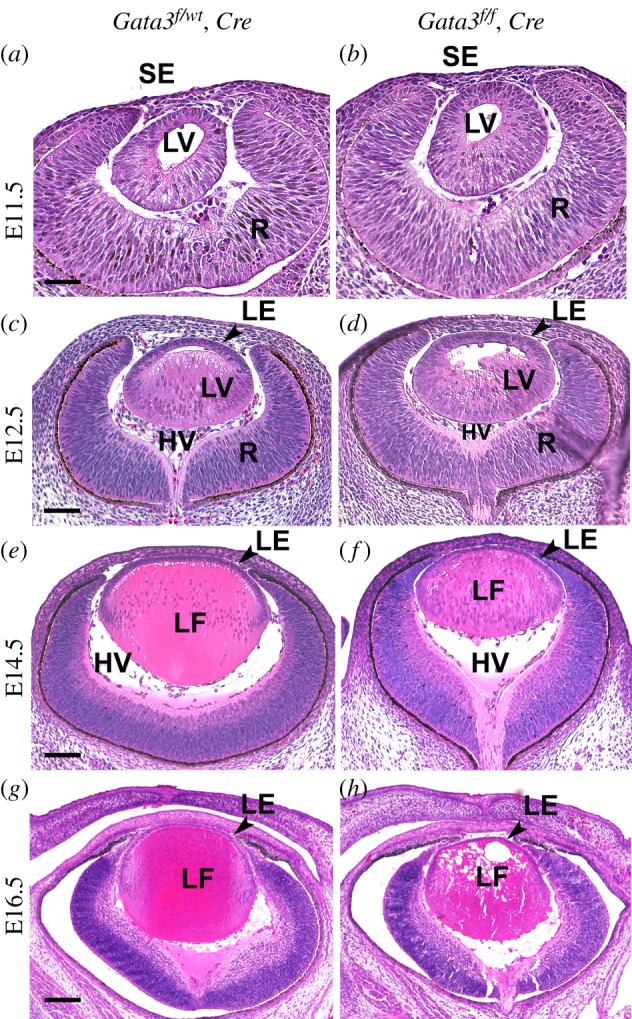
*Gata3* deletion from the early lens compromises primary and secondary fibre cell morphogenesis. (*a–h*) Mouse eye sections at E11.5 (*a*,*b*), E12.5 (*c*,*d*), E14.5 (*e*,*f*) and E16.5 (*g*,*h*) stained with haematoxylin and eosin. (*a*,*b*) At E11.5, the lens vesicle has detached from the head surface ectoderm (SE). At this embryonic stage, no apparent differences were detected between Gata3 CKO lens and the corresponding control. (*c*,*d*) Cells at the posterior of the lens vesicle start elongating towards the anterior part of the lens vesicle at E12.5. Primary lens fibre cells in Gata3 null mice exhibit an asymmetric elongation profile compared with the corresponding control. (*e*,*f*) At E14.5, the lumen of the lens vesicle is filled up with elongated lens fibre cells in both Gata3 null and control lenses. (*g*,*h*) At E16.5, Gata3 mutant lenses display defective orientation and elongation of the secondary lens fibre cells as well as denucleation defects. LE, lens epithelium; LF, lens fibres; LV, lens vesicle; HV, hyaloid vasculature; SE, surface ectoderm, R, retina. Scale bars: (*a–d*): 100 µm; (*e–h*): 200 µm.

### 3.3. Transcriptome analysis of Gata3 mutant and control lenses

To gain additional molecular insights into the role of Gata3 in embryonic lens, we performed mRNA sequencing (RNA-Seq). Since phenotype changes were more prominent at E14.5 (figure 3*f*) compared with E12.5 (figure 3*d*), we collected homozygous mutant (*Gata3^f/f^*, *Pax6-Cre*) and control (*Gata3^f/wt^*, *wt*) lenses at this developmental stage. We pooled 10 lenses from five embryos and used three distinct pools as biological replicates for mutant (CKO) and control (WT) samples. 

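Each library was made from a pool of 10 lenses from 5 E14.5 embryos, with 3 pools for Gata3 CKO and 3 for control. The paper's Results give the control genotype as Gata3 f/wt without Cre, its Methods give Gata3 f/f, and the sample labels call these pools wild type, so the control pools are named control here. For each library, the authors deposited the number of fragments that HTSeq counted on each RefSeq gene, without normalization. These counts were normalized for library size by edgeR's TMM method and are given as CPM, the counts of a gene scaled to equal library size, as mean ± SD of 3 pools. Genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and log2 fold changes are those of CKO against control. Positions are those of the mm10 build. The paper's text does not name the strand or overlap option of the counting, so values of overlapping and antisense genes are uncertain.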

The mRNA libraries were paired-end sequenced on an Illumina HiSeq 4000 and subsequently analysed as described in Material and Methods. 

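Between 15157230 and 18811104 fragments per library were counted on genes, 101757241 over the 6 libraries. The 16 crystallin genes took 9.31%, 16.5% and 6.63% of the counts in control replicates 1, 2 and 3. In CKO replicates 1, 2 and 3 they took 7.27%, 5.96% and 5.47%. The leading principal component of the log2 CPM held 43.1% of the variance and set control replicate 2 apart from the other libraries. Within neither component did the control and CKO libraries form separate groups, and the next component held 29.0%.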

The libraries generated a total of 144 million paired-end reads (electronic supplementary material, figure S2a). Excision of Gata3 exon 4 in mutant lenses was confirmed by RNA-Seq (electronic supplementary material, figure S2b). 

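Gata3 lies on the reverse strand of chromosome 2 (9857078–9890034), and its exon 4 spans 9868761 to 9868906, or 146 bases. The deposited values are one count per gene, so they do not show which exons the fragments came from. The Gata3 count was 202, 386 and 156 in control replicates 1, 2 and 3, and 910, 1064 and 894 in the libraries labelled CKO. Normalized values were 16.2 ± 9.71 CPM (SD, n = 3) in control and 53.2 ± 6.29 (SD, n = 3) in CKO, a log2 fold change of 1.72 (standard error 0.40, adjusted p = 0.650 from edgeR's quasi-likelihood test). All CKO values were above all control values (exact two-sided permutation test, p = 0.100, the smallest p that 3 pools against 3 allow). With each library left out in turn, the log2 fold change was 1.41 to 2.32. The alternative that moved it most was DESeq2 with a prior on fold changes, which gave 0.56 (adjusted p = 0.00356), and DESeq2 without the prior gave 1.72 (adjusted p = 0.00164). The paper's Table S3 also lists Gata3 as higher, with a log2 fold change of 0.56. Because the count of the targeted gene was higher where the label names its loss, directions here are those of the libraries labelled CKO. The antisense transcript 4930412O13Rik, on the forward strand of chromosome 2 (9881252–9883921), had 24, 21 and 4 counts in the control libraries and 336, 354 and 309 in CKO, a log2 fold change of 4.14 (standard error 0.55, adjusted p = 0.322). In the GENCODE annotation it lies within the Gata3 gene and shares 0 of its 1381 exon bases with a Gata3 exon.

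**Figure D1:**
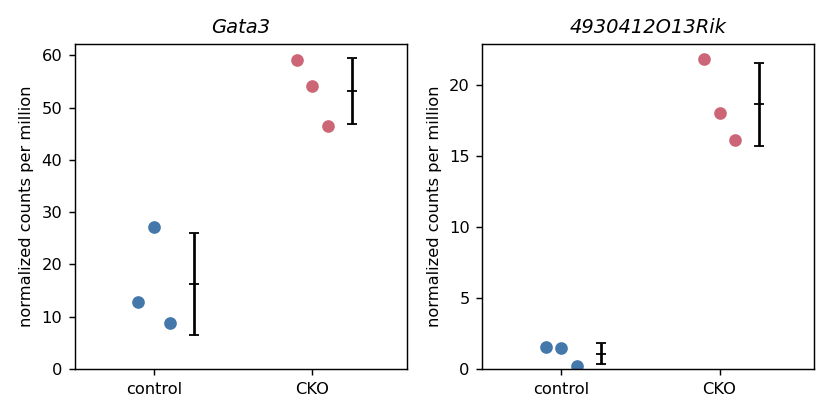
Normalized counts (CPM) of Gata3 and 4930412O13Rik in the control (blue) and CKO (red) libraries. Each point is 1 pool of 10 lenses, and bars give the mean ± SD of 3 pools. All CKO points lie above all control points for both genes.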

In total, we identified 13 024 genes expressed in both samples. 

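The deposited table holds 13024 genes, of which 42 had 0 counts in all 6 libraries. A mean FPKM above 1 in either group, the authors' filter, was already applied to this table. Of its genes, 12787 were matched to the mouse annotation by symbol and 177 more by a synonym, which left 60 without a position. The filter on low counts kept 12879 genes for the test.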

Importantly, 72 significantly differentially expressed genes at adjusted *p*-values (*p*_adj_) < 0.05 were detected in *Gata3* null lenses (figure 4*a*; electronic supplementary material, figure S3a). 

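In edgeR's quasi-likelihood test, 0 of the 12879 genes had an adjusted p-value under 0.05, and 457 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0664, for Megf10. DESeq2's Wald test on the same counts gave 85 genes with an adjusted p-value under 0.05, which included all 72 genes of the paper's Table S3. The alternative that moved the number most, chosen after seeing the data, entered the mean levels of retina and mesenchyme markers as covariates and gave 459 genes. That fit is weak: it leaves few residual degrees of freedom, and 33 of 50 pairs of random lists as covariates also gave genes. All 72 genes of Table S3 changed in the paper's direction in edgeR and had an unadjusted p-value under 0.05, and in all 72 the 3 control values and the 3 CKO values did not overlap. Since the paper took these genes from the same libraries, this is not independent evidence. Over all genes tested, 1077 had groups that did not overlap, or 8.36%, where chance gives 10%.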

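Of the genes with an unadjusted p-value under 0.05 in edgeR, 289 were lower and 168 were higher in the libraries labelled CKO. This balance depended on control replicate 2: without it, 317 were lower and 489 were higher. The total also moved, to 1234 without control replicate 3 (769 lower, 465 higher) and 271 without CKO replicate 3 (148 lower, 123 higher). With DESeq2's Wald test at an adjusted p-value under 0.05, 56 genes were lower and 29 were higher.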

Within this group, 43 and 29 genes were downregulated and upregulated, respectively (electronic supplementary material, table S3). RNA-Seq results were subsequently confirmed by qPCR using independent pools of mutant and control lenses with merged results from three biological replicates for upregulated and downregulated genes as shown in figure 4*b*,*c*. 

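The 13 most downregulated genes of the paper had log2 fold changes from -5.63 to -1.53, with a median of -2.17, and each was lower in every library labelled CKO than in every control library. None of the 13 had an adjusted p-value under 0.05 over all genes tested, and 13 did when adjusted over the list alone. The paper chose this list from these libraries, so the latter count is not independent evidence. Nlrc5, on chromosome 8 (94434356–94527272), fell from 17.2 ± 9.97 (SD, n = 3) to 0.358 ± 0.309 CPM (SD, n = 3), a log2 fold change of -5.63 (standard error 0.68, adjusted p = 0.322 from edgeR's quasi-likelihood test). Its counts in the CKO libraries were only 11, 3 and 4, so the size of its fold change is uncertain. Pla2g7, on chromosome 17 (43568098–43612201), fell from 371 ± 165 to 83.1 ± 10.4 CPM, a log2 fold change of -2.16 (standard error 0.32, adjusted p = 0.394).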

The list of most downregulated mRNAs includes Pla2g7, Pgam2, Stx11, Myo7b, Trpc6, Dnase2b, Nlrc5, Lenep, Pde2a, Scnn1b, Bfsp2, Optn and Hopx (electronic supplementary material, table S3). 

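Dnase2b lies on chromosome 3 (146580985–146615596). It was counted 203, 321 and 135 times in control replicates 1, 2 and 3 and 15, 6 and 9 times in the libraries labelled CKO. Its normalized values were 14.3 ± 7.65 CPM (SD, n = 3) and 0.582 ± 0.348 (SD, n = 3). The log2 fold change was -4.64 (standard error 0.59, adjusted p = 0.322 from edgeR's quasi-likelihood test) and was -5.19 to -4.15 with each library left out in turn. With DESeq2's Wald test its adjusted p-value was 1.28e-13.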

*Dnase2b* encodes the acidic DNase IIβ enzyme required for fibre cell denucleation [59]. Downregulation of lens-specific intermediate filament protein CP49/phakinin (Bfsp2) can explain abnormal lens fibre cell elongation and lens morphogenesis [60,61]. 

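Bfsp2, on chromosome 9 (103424924–103480420), had 619.5 ± 309 CPM (SD, n = 3) in control and 211 ± 22.0 (SD, n = 3) in the libraries labelled CKO. Its log2 fold change was -1.55 (standard error 0.34, adjusted p = 0.638 from edgeR's quasi-likelihood test, and 4.51e-04 from DESeq2's Wald test) and was -1.82 to -1.08 with each library left out in turn. Bfsp1, which encodes the partner filament protein filensin and lies on chromosome 2 (143826528–143863173), had a log2 fold change of -2.72 (standard error 0.47, adjusted p = 0.473). Lenep had a log2 fold change of -2.70 (standard error 0.50). In a list of 19 lens fibre genes, 18 were tested and 5 are in Table S3. All 18 were lower, with a median log2 fold change of -1.13. Without control replicate 2 the median was -0.57, with 15 of the 18 lower and 3 higher. By limma's camera with a preset correlation of 0.01 between genes the list was lower (adjusted p = 6.44e-38), but not by fry (adjusted p = 0.324) or with an estimated correlation (adjusted p = 0.138).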

Interestingly, *Bfsp2* and *Lenep* (LEP503, [62]) rank within top 30 most highly expressed genes at E14.5 lens fibre cells [63]. In addition, through visualization in the iSyTE2.0 database, all these 13 genes are markedly upregulated in lens between E12.5 and E16.5 [64]. The most upregulated mRNAs in Gata3 CKO lenses are Nptx2, Meg3, Sstr1, Ednrb, Dcdc2a, Eva1a, Ryr3, Eda2r, Rian, Vstm2b, Pcp4l1, Atp10d and Megf10. 

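These 13 genes had log2 fold changes from 0.80 to 3.15, with a median of 1.23, and each was higher in every library labelled CKO than in every control library. Over all genes tested 0 had an adjusted p-value under 0.05, against 13 adjusted over the list alone, which is not independent evidence because the paper chose the list from these libraries. Megf10, on chromosome 18 (57133090–57297467), rose from 20.5 ± 2.29 (SD, n = 3) to 95.0 ± 19.7 CPM (SD, n = 3), a log2 fold change of 2.21 (standard error 0.17). It was 2.04 to 2.34 with each library left out in turn. Ednrb rose from 103 ± 34.3 to 224 ± 36.2 CPM, a log2 fold change of 1.11 (standard error 0.26, adjusted p = 0.638 from edgeR's quasi-likelihood test). Meg3, on chromosome 12 (109541001–109571726), rose from 329 ± 33.2 to 574 ± 113 CPM, a log2 fold change of 0.80 (standard error 0.16, adjusted p = 0.544). Rian, which lies downstream of Meg3 in the same imprinted region, had a log2 fold change of 1.02 (standard error 0.18). A list of 9 genes in and beside this region, of which 8 were tested and 2 are in Table S3, was higher as a set by camera (adjusted p = 6.54e-08), fry (adjusted p = 0.0418) and camera with an estimated correlation (adjusted p = 0.0331). With Meg3 and Rian, the 2 genes of Table S3, left out, it was higher by camera (adjusted p = 0.0277), but did not pass by fry (adjusted p = 0.431) or with an estimated correlation (adjusted p = 0.279), the latter both chosen after seeing the data. Its median log2 fold change was 0.50 (0.18 without CKO replicate 2), with 6 genes higher and 2 lower.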

Within this group, Ednrb and Meg3 show much higher lens expression compared with the remaining 11 genes [64]. Endothelin receptor type B (*Ednrb*) is a G-protein coupled receptor implicated in calcium signalling, and *Meg3* encodes paternally imprinted long noncoding RNA. 

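Of the 16 crystallin genes, 15 had lower counts and Cryab had higher counts in the libraries labelled CKO, with a median log2 fold change of -1.19. This median depended on control replicate 2, in which crystallins were highest, and was -0.63 without it, with 14 of 16 genes lower. In 10 of the 16 genes all CKO values were below all control values, and 10 had an adjusted p-value under 0.05 adjusted over the list alone, against 0 over all genes tested. Crygb fell from 3112 ± 1955 (SD, n = 3) to 489 ± 155 CPM (SD, n = 3), a log2 fold change of -2.67 (standard error 0.50, adjusted p = 0.486 from edgeR's quasi-likelihood test, and -2.98 to -2.03 with each library left out in turn). Cryga fell from 11428 ± 6433 to 4399 ± 841 CPM, a log2 fold change of -1.38 (standard error 0.41). Cryba4 had a log2 fold change of -1.37 (standard error 0.41). Cryga and Cryba4 each had an adjusted p = 0.989 from edgeR's quasi-likelihood test. With DESeq2's Wald test the adjusted p-values of Crygb, Cryga and Cryba4 were 0.00150, 0.0211 and 0.0246. Without control replicate 2 the log2 fold changes of Cryga and Cryba4 were -0.83 and -0.81. The lowest log2 fold change was that of Crygf, -3.63 (standard error 0.65), a paralog of Cryge (-1.54, and -0.85 without control replicate 2). How the counting treated fragments that match both paralogs was not checked, so their values are uncertain. Cryaa and Cryab had log2 fold changes of -0.55 and 0.14, with overlapping groups. With each library left out in turn, that of Cryaa was -0.84 to -0.02 (-0.0177 without control replicate 2), and that of Cryab was -0.17 to 0.70. By camera the 16 genes were lower as a set (adjusted p = 4.35e-25), which did not hold by fry (adjusted p = 0.388) or with an estimated correlation (adjusted p = 0.179).

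**Figure D2:**
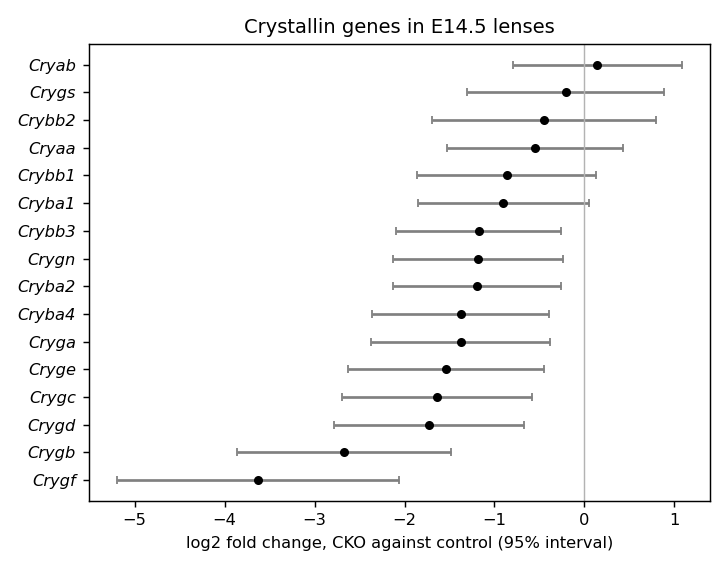
Log2 fold changes of the 16 crystallin genes in CKO against control lenses from edgeR, with 95% intervals (3 pools in each group). Points lie below 0 for 15 genes and above 0 for Cryab, whose sign changed when control replicate 3 was left out.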

Noteworthy, the expression of several crystallin genes (*Crygb*, *Cryga* and *Cryba4*) was downregulated in *Gata3* mutant lenses (figure 4*c*), consistent with abnormal differentiation. Most of the differentially expressed genes exhibited changes of less than twofold, but there is evidence that modest changes in RNA levels can be biologically relevant [65]. 

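Fitted to the counts without shrinkage, the log2 fold changes of the 72 genes of Table S3 had a median size of 1.55, and 54 of the 72 were larger than 1 in size, both in edgeR and in DESeq2's Wald test. In the paper's Table S3 the median size is 0.56, and 1 gene is over 1. With DESeq2's prior on fold changes, which shrinks imprecise fold changes towards 0, 1 gene was over 1. On that scale the values differed from those of Table S3 by at most 0.00187.

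**Figure D3:**
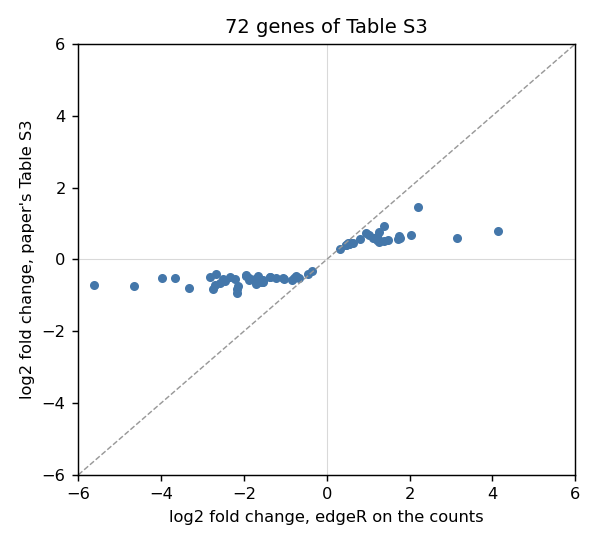
Log2 fold changes of the 72 genes of Table S3, fitted by edgeR to the counts (horizontal axis) and as listed in the paper (vertical axis), with 1 point per gene and a dashed line of equal values. All 72 points have the same sign on both axes, and 54 are beyond 1 in size on the horizontal axis against 1 on the vertical axis.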

A number of the differentially expressed genes contain Gata3-binding sites in their putative regulatory regions (electronic supplementary material, figure S4).

**Figure 4.**
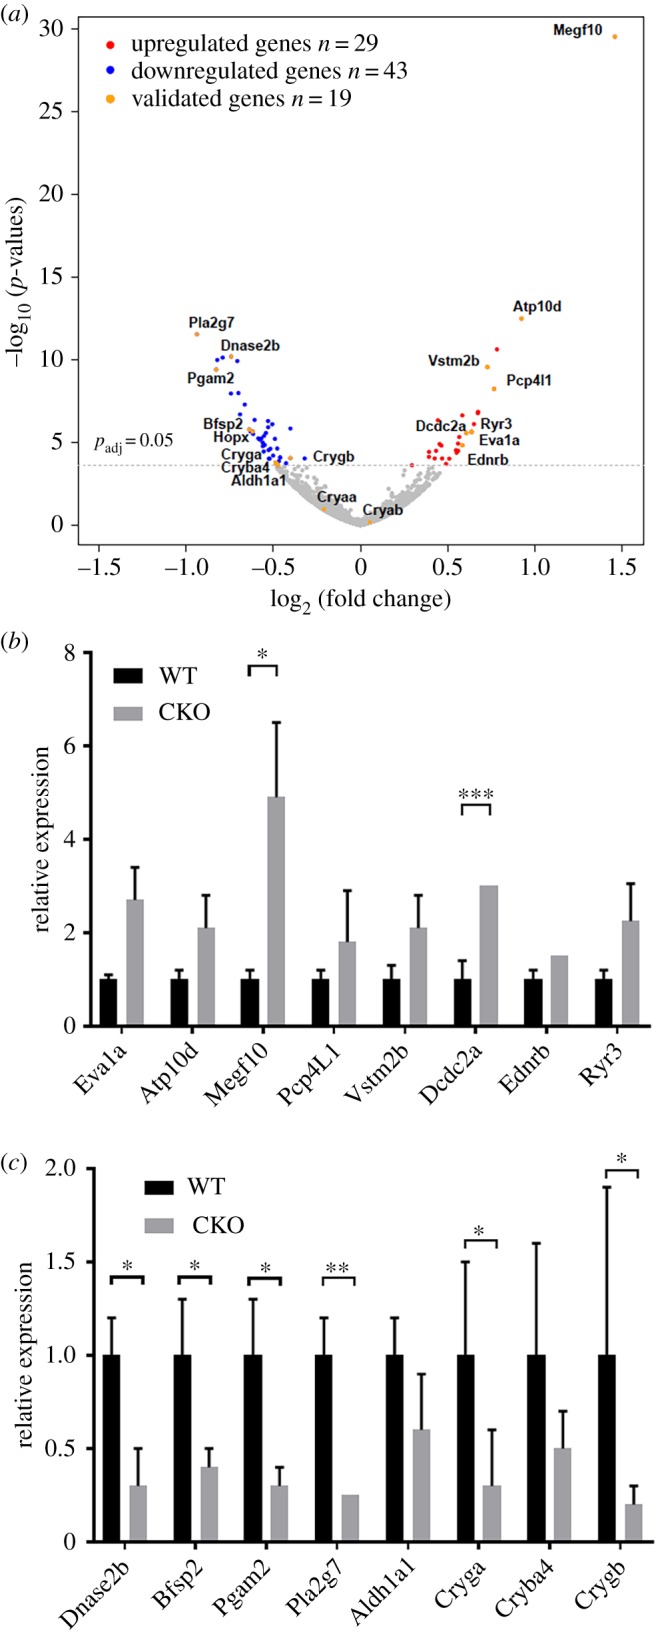
Transcriptomic analysis of *Gata3* mutant lenses. (*a*) Volcano plot of differentially expressed genes. Red and blue points mark the genes with increased or decreased expression, respectively, in Gata3 CKO samples compared with *Gata3* controls. Orange points correspond to genes that were further validated by qPCR. The *x*-axis and *y*-axis show log_2_ fold changes and *p*-values of a gene being differentially expressed, respectively. (*b*,*c*) Validation of RNA-Seq data for differential gene expression by qRT-PCR. qRT-PCR analysis was performed on RNAs from *Gata3* control and *Gata3* mutant lenses using the primers listed in electronic supplementary material, table S2 as described in Material and Methods. The data are representative of three independent experiments performed on three biological replicates; mean ± s.e.m.

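In the libraries of the volcano plot, 9 of its 19 named genes were higher and 10 were lower in those labelled CKO. In 17 of the 19, which are the 17 that Table S3 lists, the groups did not overlap. Aldh1a1, on chromosome 19 (20492715–20643465), fell from 1689 ± 436 (SD, n = 3) to 1012 ± 103 CPM (SD, n = 3), a log2 fold change of -0.74 (standard error 0.20, adjusted p = 0.853 from edgeR's quasi-likelihood test).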

To gain additional insights into these processes, we compared Gata3-regulated genes with altered expression genes from similar loss-of-function studies of transcription factors N-Myc [53] and Prox1 [32] analysed at comparable developmental stages by RNA-Seq (figure 5). 

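Of the 25 genes of the paper's Table 1, 24 were lower and Dgkg was higher in the libraries labelled CKO, with a median log2 fold change of -1.74. In all 25 the groups did not overlap. Adjusted over the list alone, 25 had an adjusted p-value under 0.05, which is not independent evidence because the paper took the genes from these libraries, and 0 did over all genes tested. Dgkg, on chromosome 16 (22468461–22657221), was counted 247, 427 and 224 times in the control libraries and 1041, 1043 and 784 times in CKO, a log2 fold change of 1.47 (standard error 0.35, adjusted p = 0.727 from edgeR's quasi-likelihood test), and it was 1.23 to 1.94 with each library left out in turn. The paper's Table S3 lists Dgkg with a log2 fold change of 0.55. Hopx fell from 16.7 ± 7.32 (SD, n = 3) to 5.12 ± 0.902 CPM (SD, n = 3), a log2 fold change of -1.70 (standard error 0.33, adjusted p = 0.487). The N-Myc and Prox1 data were not analysed here.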

The comparison revealed 25 commonly downregulated genes, including *Dnase2b* and *Crygb*, discussed above. By contrast, no common upregulated gene was identified. The individual genes found are summarized in table 1 and include only a few examined so far in lens, e.g. *Dnase2b*, *Birc7*, *Hopx* and *Crygb*. Other genes represent solid candidates for follow-up studies of autophagy (*Gadd45b*), cell polarity (*Ndrg1*), energy metabolism (*Prkab2* and *Tsc2*), intracellular signalling (*Plekhs1*) and oxidative stress (*Ggct* and *Pla2g7*). Taken together, we conclude that Gata3 functions as both an activator and repressor of transcription in lens cells, similar to what was shown earlier in other tissues [83–87], the resulting lens abnormalities originate from both up- and downregulated genes, and a small number commonly dysregulated genes in *Gata3*, *N-Myc* and *Prox1* lens genetic models exist indicating both common and unique pathways under their genetic control.

**Figure 5.**
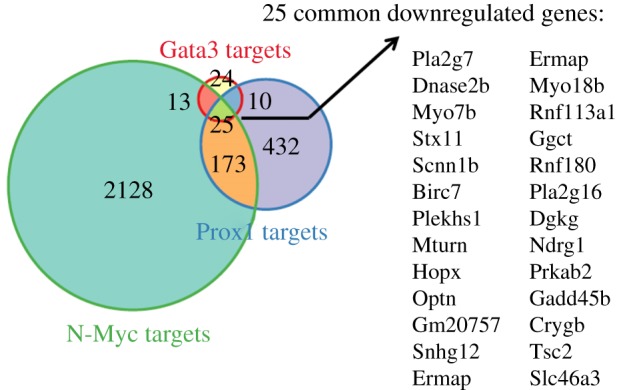
Comparative analysis of genes with altered expression in Gata3, N-Myc and Prox1 lens loss-of-function models. The differentially expressed genes of Prox1 and N-Myc knockout were obtained from the previously published papers [32,53] and compared with the targets of Gata3 knockout.

**Table 1.** Twenty-five genes commonly downregulated in Gata3, N-Myc and Prox1 lens loss-of-function studies (analysed by RNA-Seq^a^).

gene symbol	protein name	structure and function
*Pla2g7*	Phospholipase A2, group VII	cytoplasmic enzyme is implicated in chronic inflammation and oxidative stress
*Dnase2b*	Acidic DNase IIβ	key enzyme to degrade DNA during lens fibre cell denucleation [15,59]
*Myo7b*	Myosin VIIB	unconventional myosin with tissue-restricted expression
*Stx11*	Syntaxin 11	syntaxins are a family of nervous system receptors implicated in the docking of synaptic vesicles with the presynaptic plasma membrane
*Scnn1b*	Sodium channel, nonvoltage-gated 1 beta	multipass membrane protein and cytoplasmic vesicle membrane protein
*Birc7*	Baculoviral IAP repeat-containing 7 (livin)	a member of the inhibitor of apoptosis protein (IAP) family is strongly upregulated in deep cortical fibre cells; however, loss of function of Birc7 produces normal lenses [66]; it contains RING domain protein with putative E3 ubiquitin ligase activity
*Plekhs1*	Pleckstrin homology domain containing, family S member 1	Pleckstrin homology domain proteins are involved in intracellular signalling or within cytoskeleton; tissue-restricted expression or unknown function
*Mturn*	Maturin, neural progenitor differentiation regulator homologue	novel regulator of early neurogenesis including retinogenesis [67]
*Hopx*	HOP homeobox	the smallest known member of the homeodomain-containing protein family, though unable to bind DNA, regulates neocortex [68] and highly expressed in maturing lens fibres [69]
*Optn*	Optineurin	an ubiquitin-binding scaffold protein; multifunctional protein that functions as an important autophagy and the mitophagy receptor in selective autophagy processes and as a cell cycle regulator [70]
*Gm20757*	Predicted gene, 20757	ncRNA on mouse chromosome 10, function: unknown
*Snhg12*	Small nucleolar RNA host gene 12	ncRNA on mouse chromosome 4, function: unknown
*Ermap*	Erythroblast membrane-associated protein	composed from a transmembrane segment and one extracellular immunoglobulin fold (IgV); its cytoplasmic domain contains a highly conserved B30.2 motif and post-Golgi sorting signals; function: unknown
*Myo18b*	Myosin XVIIIb	unconventional myosin with tissue-restricted expression in the heart [71]
*Rnf113a1*	Ring finger protein 113A1	potential role in splicing
*Ggct*	γ-Glutamyl cyclotransferase	implicated in glutathione homeostasis and modulates a bipolar cell number in retina [72]
*Rnf180*	Ring finger protein 180 (rines)	Rines is a membrane-bound E3 ubiquitin ligase [73]
*Pla2g16* (*Plaat*)	Phospholipase A and acyltransferase 3	a phospholipase catalyses phosphatidic acid into lysophosphatidic acid and free fatty acid implicated in cancer metastasis [74]
*Dgkg*	Diacylglycerol kinase, gamma	this tissue-restricted kinase (mostly the CNS) is an upstream suppressor of Rac1 and, consequently, lamellipodium/ruffle formation [75]
*Ndrg1*	N-myc downstream regulated gene 1	cytoplasmic protein required for neuronal polarity [76]
*Prkab2*	Protein kinase, AMP-activated, beta 2 non-catalytic subunit	non-catalytic subunit of AMP-activated protein kinase (AMPK); AMPK is an energy sensor protein kinase that plays a key role in regulating cellular energy metabolism [77]
*Gadd45b*	Growth arrest and DNA damage-inducible 45 beta	a 160 aa ubiquitous nuclear fasting and stress-induced protein involved in the regulation of growth and apoptosis [78] and the negative regulator of autophagy [79]
*Crygb*	γB-Crystallin	a major lens structural protein [80,81]
*Tsc2*	TSC complex subunit 2 (tuberin)	Tuberin (a large 1814 aa phosphoprotein), in complex with TSC1, inhibits the nutrient-mediated or growth factor-stimulated phosphorylation of S6K1 and EIF4EBP1 by negatively regulating mTORC1 signalling [82]
*Slc46a3*	Solute carrier family 46, member 3	multi-pass membrane protein (460 aa)

^a^References only included if there is any possible connection to known lens biology.

### 3.4. Downregulation of Cdk inhibitors p27^Kip1^ and p57^Kip2^

Maeda *et al*. [29] previously demonstrated downregulation of Cdkn1b/p27 and Cdkn1c/p57 expression in TghDBH-G3-rescued Gata3 null mutant lens. Here, we found that both Cdkn1b/p27 and Cdkn1c/p57 proteins were downregulated in the transition zone in Gata3-depleted lenses (figure 6). To understand how Gata3, Cdkn1b/p27 and Cdkn1c/p57 are regulated by DNA-binding transcription factors, we used quantitative chromatin immunoprecipitation (qChIP) assays. Previously, we identified a bipartite 5′-located 1AB enhancer of the Gata3 locus [36]. The current data show that c-Jun and Prox1 bind *in vivo* to DNA overlapping the enhancer 1AB in lens chromatin prepared from newborn lenses while c-Jun, Prox1 and Smad1/5/8 recognize another 3′-located evolutionarily conserved enhancer (figure 7*a*). Smad-binding site was previously described at −4.3 kb region of the Gata3 promoter using chromatin from bone cells [88]. Importantly, qChIP analyses of 5′-flanking regions of *Cdkn1b/p27* and *Cdkn1c/p57* loci in lens chromatin prepared from newborn lenses revealed the presence of Gata3 as well as other DNA-binding transcription factors, including Prox1, c-Jun and Smad1/5/8 (figure 7).

**Figure 6.**
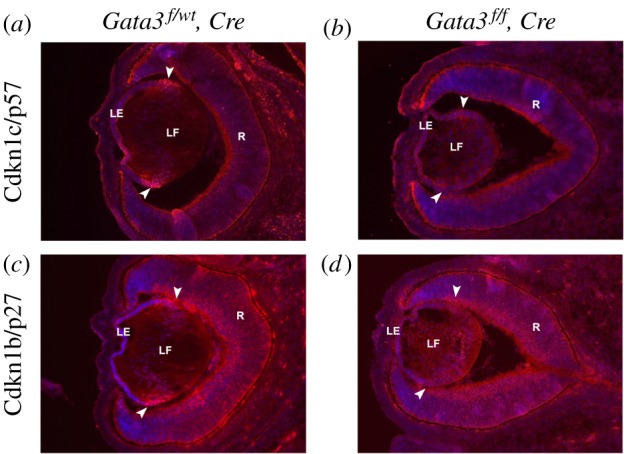
Dysregulation of Cdkn1c/p57 Cdkn1b/p27 expression in *Gata3^−/−^* lenses. Immunohistochemical analysis shows elevated Cdkn1b/p27 and Cdkn1c/p57 protein levels (arrowheads) at the equatorial region of the E14.5 WT lens (*a,c*), whereas reduced expression is observed in mutant littermates (*b*,*d*). The nuclei were counterstained with DAPI (blue). LE, lens epithelium; R, retina; LF, lens fibres.

**Figure 7.**
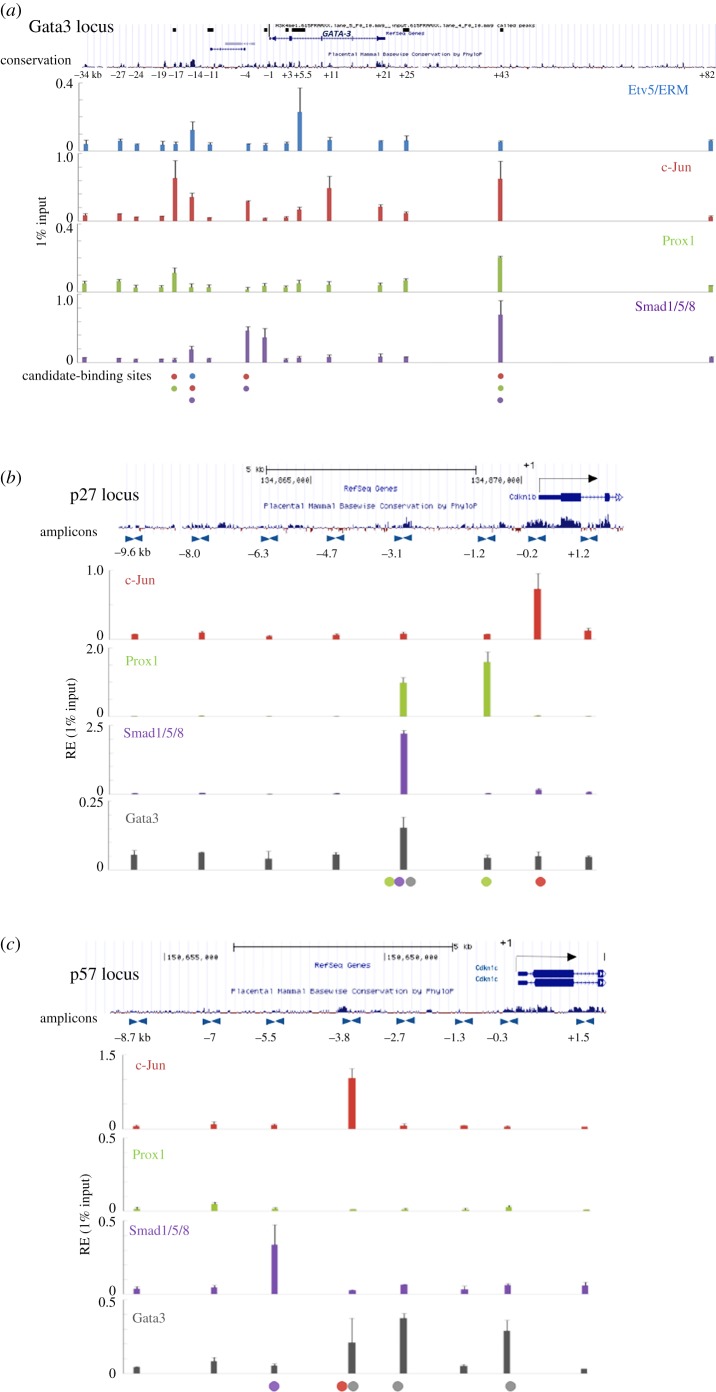
Expression of Cdkn1b/p27 and Cdkn1c/p57 in lens is regulated by Gata3 at the level of transcription. (*a*) Localization of c-Jun, Prox1, Smad1/5/8 and Etv5/ERM determined by qChIP analysis over the 120 kb Gata3 locus in lens chromatin. The relative enrichments are shown as 1% of the input. (*b*) Analysis of the mouse p27 locus. Binding of Prox1, Smad1/5/8 and Gata3 was observed at the evolutionary conserved −3.1 kb 5′-promoter region. (*c*) Analysis of the mouse p57 locus. Binding of Gata3 and c-Jun was detected at the evolutionary conserved −3.8 kb 5′-promoter region. No Prox1 binding was found within the 12 kb region analysed. Localization (red-, orange-, purple- and green-coloured filled circles) of these DNA-binding factors was mostly detected in evolutionary conserved non-coding regions p27: −3.1 kb, −1.2 kb and promoter and p57: −5.5 kb, −3.8 kb and promoter.

### 3.5. Disrupted subnuclear organization in Gata3 CKO lens fibre cells

The molecular mechanisms underlying lens fibre cell denucleation remain poorly understood [15,16,89]. Retention of nuclei in *Gata3-*mutated lens fibres could be accompanied by additional defects such as abnormalities in modified core histone subunits implicated by our recent studies analysing chromatin defects in the stalled lens fibre cell denucleation process [17]. To examine this possibility, we used antibodies to visualize H3K27me3 in the lens fibre cell nuclei of E14.5 embryos. H3K27me3 chromatin domains are directly associated with transcriptional repression [90]. We found that Gata3-depleted lenses display increased signals of this modified histone compared with the control nuclei (figure 8). To extend these studies, we tested antibodies that recognize RNA speckles, also called interchromatin granule clusters. These structures represent nuclear domains containing pre-mRNA splicing factors and reflect functional organization of the nucleus [91]. We found marked reduction of nuclear speckles in the Gata3 CKO lenses (figure 8). Taken together, these data show perturbed subnuclear organization of Gata3-depleted lens fibre cells even prior full execution of the denucleation process.

**Figure 8.**
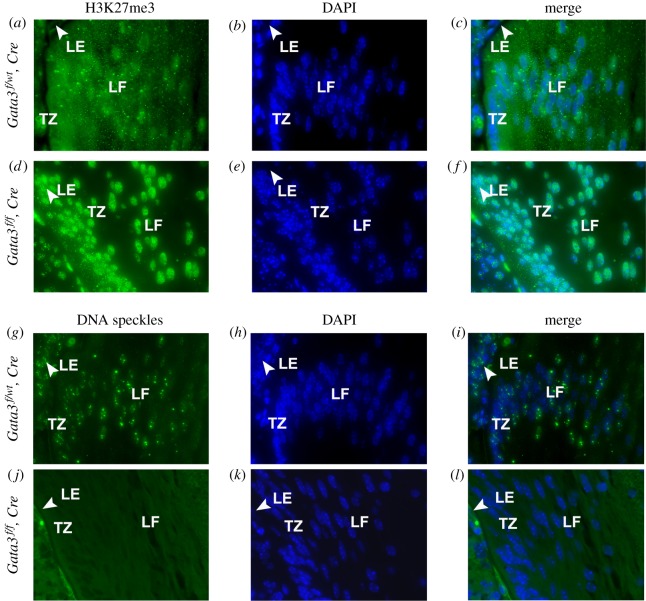
Inactivation of Gata3 leads to increased H3K27me3 and elimination of the nuclear speckles. The level and distribution of H3K27me3 (*a–f*) and SC35 (*g–l*) in the lens fibre cells at the equatorial region of E14.5 wild-type and *Gata3^−/−^* mouse lens was examined by indirect immunofluorescence microscopy. Loss of *Gata3* resulted in an increase in the levels of H3K27me3 (*a–c* versus *d–f*). Nuclear speckle domains in the cells at the equatorial region of the mouse lens are SC35-positive (*g–i*). Gata3 knockout resulted in the elimination of the SC35-positive speckle domains (*j–l*). Nuclei were visualized using DAPI. Magnification, ×40.

## 4. Discussion

One goal of the present study was to determine whether lens-specific inactivation of Gata3 was sufficient to generate defects in lens fibre cell differentiation. A second goal was to further define the molecular functions of Gata3 in the embryonic lens. 

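How many changed genes 3 pools against 3 can show was tested on counts simulated with the mean of each gene and edgeR's fitted dispersion of each gene. With genes changed by a log2 fold change of 1, edgeR recovered 73.5% of the 211 changed genes among 12859 tested. With a log2 fold change of 2 it recovered 92.3% of 209 changed genes, which include 12 nuclear speckle genes changed by only -1. Each gene was drawn independently, so shifts that many genes share within a library were not simulated, and the recovered shares apply to counts without them.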

Using unbiased transcriptomic analysis, we show that Gata3 regulates a relatively small fraction of the lens transcriptome compared with other lens transcription factors, including N-Myc [53], Prox1 [32] and Zeb2 [92] (electronic supplementary material, figure S5). We confirm the reduction of Cdkn1b/p27 and Cdkn1c/p57 expression in Gata3-mutated lenses and demonstrate *in vivo* binding of Gata3 to putative upstream regulatory sequences for both genes. We also show that other proteins implicated in cell cycle exit in lens cells, including c-Jun, Prox1 and Smad1/5/8, bind to these loci. Our data also predict that Prox1 regulates directly Gata3 expression. A summary model of these interactions is shown in figure 9. Depletion of Gata3 causes abnormal fibre cell maturation and retention of the nuclei in the prospective organelle-free zone of maturing fibre cells, and these retained nuclei show abnormal morphology and internal organization.

**Figure 9.**
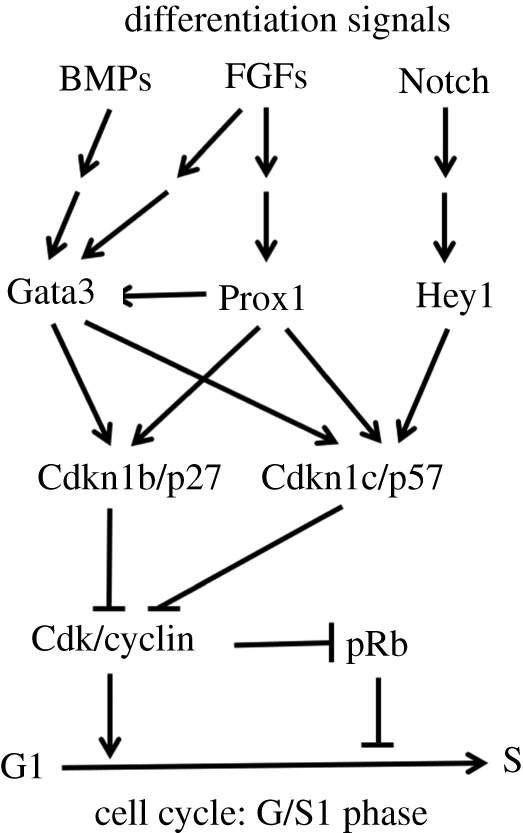
A summary diagram of FGF, BMP and Notch signalling-regulated transcriptional mechanisms that govern the cell cycle exit pathways of lens cells, mediated by p27/p57 proteins, and required for lens fibre differentiation.

Earlier functional studies of Gata3 in lens employed a somatic null mutant rescued by transgenic expression of Gata3 and established for the first time expression of Gata3 proteins in the posterior part of the WT lens vesicle [29]. While the somatic loss/rescue strategy inactivates Gata3 earlier and more broadly compared with Pax6-Cre, both studies identified lens developmental abnormalities that originated at approximately E12.5. It is relevant to note that Cre recombinase in the Pax6-Cre line is expressed in scattered cells within the retinal neuroectoderm [47], but previous as well as our recent studies [37] did not detect any significant Gata3 expression in retina [58,93,94]. In concordance with this, the retina of the conditional knockout is within normal limits (figures 2 and 3). Using RNA-Seq, the present study identified downregulated and upregulated genes in the Gata3 CKO lens. 

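The 43 lower genes of Table S3 had a median log2 fold change of -1.74 in edgeR, and the 29 higher genes had one of 1.22. The paper concludes that Gata3 both activates and represses transcription in lens cells, and that the lens abnormalities come from upregulated as well as downregulated genes.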

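Eda2r, on chromosome X (97333840–97377216), rose from 1.69 ± 0.161 CPM (SD, n = 3) in control to 5.62 ± 1.53 (SD, n = 3) in the libraries labelled CKO, a log2 fold change of 1.73 (standard error 0.28, adjusted p = 0.450 from edgeR's quasi-likelihood test, and 3.02e-04 from DESeq2's Wald test). It was 1.49 to 1.86 with each library left out in turn. Only the CKO lenses carried Pax6-Cre, so these libraries do not separate an effect of Cre from one of Gata3 loss.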

In the group of 72 dysregulated genes (electronic supplementary material, table S3), upregulation of Eda2r mRNAs was found here as well as in the analysis of differentially expressed genes in le-cre hemizygous lenses [48]. Further studies are needed to test if Pax6-cre transgene may elicit subtle gene expression changes as a result of transgene integration to be included as additional controls for RNA-Seq studies. Notably, downregulated genes encode three crystallin proteins (γA-, γB and βA4-crystallins), intermediate filament protein Bfsp2 and acidic DNase IIβ. The other downregulated Pla2g7, Pgam2, Stx11, Myo7b, Trpc6, Nlrc5, Lenep, Pde2a and Scnn1b mRNAs encode proteins with unknown roles in the lens. The upregulated Nptx2, Meg3, Sstr1, Ednrb, Dcdc2a, Eva1a, Ryr3, Eda2r, Rian, Vstm2b, Pcp4l1, Atp10d and Megf10 genes, currently unknown in lens biology, can also contribute to the lens abnormalities found here. These genes may prove useful for comparative studies involving loss-of-function studies of other regulatory genes in the lens. Regarding the commonly downregulated genes in Gata3, N-Myc and Prox1 lens-specific loss-of-function studies, the most parsimonious interpretation is that they represent a small group of co-regulated genes under either joint direct or indirect controls. Alternatively, it is possible that their dysregulation reflects a signature of immature lens fibre cells.

Our studies confirm downregulation of Cdkn1b/p27 and Cdkn1c/p57 in lens at the protein level as shown earlier [29] and support their direct regulation by both Gata3, perhaps in conjunction with Prox1. Nevertheless, our bulk RNA-Seq studies at E14.5 did not identified a change in p27 and p57 mRNAs. 

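Cdkn1b, which encodes p27 and lies on chromosome 6 (134920401–134925513), had 110.1 ± 6.98 CPM (SD, n = 3) in control and 117 ± 1.96 (SD, n = 3) in the libraries labelled CKO. Its log2 fold change was 0.09 (95% interval -0.08 to 0.26), with overlapping groups, and was 0.06 to 0.14 with each library left out in turn. Cdkn1c, which encodes p57 and lies on chromosome 7 (143458339–143461050), had 642 ± 296 CPM (SD, n = 3) in control and 413 ± 33.3 (SD, n = 3) in CKO, a log2 fold change of -0.64 (standard error 0.30, 95% interval -1.36 to 0.09), also with overlapping groups. The interval for Cdkn1c does not exclude a lower level of over 1 on the log2 scale. Its value depended on control replicate 2 and was -0.18 without it. Over all genes tested, neither gene had an adjusted p-value under 0.05. In a fit with retina and mesenchyme markers as covariates, chosen after seeing the data, Cdkn1c had a log2 fold change of -0.31 (adjusted p = 0.0281 from edgeR's quasi-likelihood test). That fit leaves few residual degrees of freedom, and 33 of 50 pairs of random lists as covariates also gave genes past the threshold. This p-value is thus weak evidence of a lower Cdkn1c level. Of the 5 genes for inhibitors of cyclin-dependent kinases tested, 4 were higher and Cdkn1c was lower. None passed an adjusted p-value of 0.05 adjusted over the list alone, 1 had an unadjusted p-value under 0.05, and the list did not pass by camera (adjusted p = 0.101), though it was higher without control replicate 2 (adjusted p = 0.0427).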

Additional studies are needed to examine expression of these mRNAs using high-resolution RNA *in situ* hybridizations at multiple stages between E12 and E16.5 developmental stages, and consider posttranscriptional regulatory mechanisms that regulate the stability of p27 and p57 mRNAs [95,96]. In fact, a recent study has shown that the RNA-binding protein Celf1 binds to GU-rich sequences in the 5′-UTR of p27 mRNA to regulate its stability in lens [97]. Earlier studies of Prox1 in lens also demonstrated that Prox1 was genetically upstream of both Cdkn1b/p27 and Cdkn1c/p57 [31,32]. Hey1/Herp2, a nuclear target of Notch signalling, was also found to regulate directly the Cdkn1c/p57 promoter in lens cells [98]. Earlier studies have shown that Med1/PBP, a peroxisome proliferator-activated receptor (PPAR)-binding protein and co-activator of Gata3, is essential for lens formation [99]. However, it remains to be established whether Med1 and Gata3 work together in the lens as significant lens abnormalities were found in Med1 null lenses already at E11.5 [99].

Lens fibre cell denucleation is a complex process that culminates in generation of the organelle-free zone around E18.5 of mouse embryonic development [15,16,89]. Two key molecular mechanisms involve lamin B phosphorylation by Cdk1 to disrupt the nuclear lamina [100] and lens-specific upregulation of Dnase2b and concentration of the DNase IIβ enzymes in vesicles that attach outside of the nuclei [59]. Cell culture experiments identified two DNA-binding transcription factors, Hsf4 and Pax6, as direct regulators of Dnase2b promoter [101,102]. Our data also predict Gata3 candidate-binding sites in the proximal DNase IIβ promoter (electronic supplementary material, figure S4).

The findings of increased signals H3K27me3 and decreased nuclear speckles in lens fibre cell nuclei of Gata3-depleted lenses were quite unexpected. Previous studies have shown that H3K27me3 lens nuclear signals are abundant in ovoid shape nuclei; however, during their condensation in maturing lens fibres, reduction of staining was detected [17]. This reduction is caused by transfer of these histones into the cytoplasm, a process originally discovered in maturing mouse erythrocytes prior their enucleation [103]. By contrast, the present studies show increased H3K27me3 stainings in the Gata3 null lens fibre cell nuclei consistent with the arrested denucleation processes. These patterns cannot be readily explained by transcriptomic data and will require follow-up studies, particularly during lens fibre cell denucleation. Likewise, marked reduction of DNA speckles in mutated lens fibre cell nuclei indicates disrupted subnuclear organization implicating Gata3 proteins as important regulators of general nuclear architecture. 

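Of the genes that write, bind or remove H3K27 methylation, 9 were tested, and their log2 fold changes lay between -0.04 and 0.13 (camera, adjusted p = 0.372). Ezh2 had 218 ± 57.7 CPM (SD, n = 3) in control and 226 ± 26.1 (SD, n = 3) in the libraries labelled CKO, a log2 fold change of 0.05 (standard error 0.20), whose sign changed with control replicate 2 left out (-0.12). The demethylase gene Kdm6b had a log2 fold change of 0.03 (standard error 0.0883), whose sign changed without control replicate 1 (-0.0376). Over 12 genes for proteins and RNA of nuclear speckles, the log2 fold changes lay between -0.46, for Malat1 (-0.22 without control replicate 2), and 0.13 (camera, adjusted p = 0.841). Srsf2, which encodes SC35, had 460.4 ± 39.9 CPM (SD, n = 3) in control and 485 ± 15.1 (SD, n = 3) in CKO, a log2 fold change of 0.07 (standard error 0.0900, and 0.0326 to 0.144 with each library left out in turn). In both lists 0 genes had an unadjusted p-value under 0.05, and 0 passed an adjusted p-value of 0.05 adjusted over the list alone or over all genes tested. A count per gene shows neither splicing nor protein.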

Studies of splicing in mammalian lenses remain in their infancy [104], and the current datasets provide opportunities for future comparative studies. Future experiments are needed to examine mutated lens fibre cell nuclei using additional modified histones, components of mRNA splicing and through analysis of the nucleolar structure and function.

## 5. Conclusion

Taken together, the present studies provide additional new insights into the molecular mechanisms of lens development regulated by transcription factor Gata3 and identify Gata3 as a potential direct regulator of Cdkn1b/p27 and Cdkn1c/p57 expression during primary lens fibre cell differentiation. In addition, Bfsp2 and DNase IIβ are essential proteins for lens fibre cell differentiation downstream of Gata3. Overall, lens abnormalities found in the Gata3 model are less severe compared with the loss-of-function studies of other transcription factors, including N-Myc and Prox1, consistent with the different numbers of differentially expressed genes in each of these three models. Finally, Gata3-depleted nuclei exhibit major morphological changes that pave the road for follow-up experiments related to the degradation of nuclei in maturing lens fibre cells.

## Supplementary Material

Supplementary Material

Reviewer comments

## Supplementary Material

Table S1

## Supplementary Material

Table S2

## Supplementary Material

Table S3

How the deposited data were processed for this re-analysis (not part of the article)

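RNA-Seq of 6 pools of E14.5 lenses was analysed, with 3 pools from Gata3 CKO and 3 from control embryos (10 lenses from 5 embryos in each pool). The authors aligned paired-end reads of strand-specific libraries to the mm10 genome with Tophat, counted fragments per RefSeq gene with HTSeq, and deposited these raw counts for the genes with a mean FPKM above 1 in either group. The strand and overlap options of HTSeq are not named in the paper's text. The values were checked to be whole numbers, and the number of genes in the table was checked against the paper. The titles of the CKO samples number them 1, 2 and 3, while their descriptions number the same libraries 2, 3 and 4; the title numbers are used. Libraries held 15157230 to 18811104 counts. With 3 pools in each group, the spread between pools and not the depth sets the precision for all but the lowest counts.

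Counts were normalized by TMM and tested in edgeR 4.0.16 (R 4.3.3) with a robust quasi-likelihood fit, glmQLFTest and Benjamini-Hochberg adjustment at 0.05, over genes with at least 10 counts in at least 3 libraries. Log2 CPM for the principal components and the means of lists used a prior count of 1. Exact two-sided permutation tests compared log2 CPM with an offset of 0.5. Gene lists were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation in limma 3.58.1, with adjustment over 16 lists. These are crystallins, lens fibre, lens epithelium, inhibitors of cyclin-dependent kinases, proliferation, H3K27 methylation, nuclear speckles, p53 targets, the Dlk1-Dio3 region, retina, pigment cells, blood, vessels, macrophages, mesenchyme and surface ectoderm. Positions, exon lengths and GC content came from GENCODE M21 for GRCm38, the assembly of mm10, and 60 genes were not matched. Tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

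Genes named in the text are those for which the paper gives an mRNA measurement from these libraries, those of the lists, and the expressed genes next to Gata3 and Megf10. This rule, the gene lists, the main test and 18 of the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 (Wald test, with and without a prior on fold changes), limma voom, other normalization factors, crystallins left out of the library sizes, other filters on low counts, the replicate number as a block, GC-content offsets, and each library left out in turn. A likelihood ratio test in edgeR and a fit with the mean log2 CPM of the retina and mesenchyme lists as covariates were added after seeing the data, the latter after the marker levels of each library had been seen. A fit with the log2 CPM of Xist as a covariate, and fry and camera with an estimated correlation on lists without the genes of Table S3, were also added after seeing the data. From the named genes, 31 were followed through the alternatives other than the fit with Xist as a covariate, and these were picked after their values had been seen. Rn45s, Rpph1, Alb and Afp are outside the rule and were also chosen after their values were seen.

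The tests were tried on simulated data, in which about 200 genes were changed by a known fold change among genes drawn from negative binomial distributions with the means, library sizes and edgeR's fitted dispersions of these libraries. At a log2 fold change of 1, edgeR recovered 73.5% of the changed genes and 7.74% of its calls were false, and DESeq2 recovered 79.2% with 25.7% false. At a log2 fold change of 2, edgeR recovered 92.3% with 3.98% false, and DESeq2 93.9% with 20.1% false. The changed genes of that setting include 12 nuclear speckle genes changed by only -1. Each gene was drawn independently, so shifts that many genes share within a library, such as those from other tissue, were not simulated, and the recovered shares and false calls apply to counts without them. The comparison with N-Myc and Prox1 lenses, GATA motifs, qPCR, chromatin immunoprecipitation and images were not analysed here.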

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

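The tests of exchanged labels, of shared exon bases, of other RNA without polyA tails, of GC content and of mesenchyme, the fit with Xist as a covariate, fry and the estimated correlation without Table S3 genes, and the comparison of retina markers with single genes, were chosen only after the results were seen. All 4 results below were picked out after their values had been seen, as signals in genes that the paper's text does not discuss.

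4930412O13Rik, antisense to Gata3, had a log2 fold change of 4.14 in the libraries labelled CKO, above the control libraries, and Gata3 itself was higher by 1.72. The paper lists both as higher in Table S3. In its text it reports that qPCR of E14.5 lens RNA with primers spanning exons 4 and 5 showed lower Gata3 expression. Such primers do not measure transcripts that lack exon 4, while a count per gene also takes fragments from the other exons. Exchanged labels are argued against, since 16 of the 16 genes measured by qPCR in Figure 4 changed in the direction of that figure. A change of the whole chromosomal region is argued against by the 9 expressed neighbours of Gata3, whose median log2 fold change was 0.02 (0.0177), none with an unadjusted p-value under 0.05. Fragments of the antisense transcript counted on Gata3 cannot be told apart from Gata3 transcripts: 0 of its exon bases lie in a Gata3 exon in GENCODE, but the authors counted on RefSeq genes, whose exons were not compared, and the strand option is not named. The counts do not show whether Gata3 fragments lack exon 4. A higher level of both transcripts after deletion of exon 4, for example through loss of a feedback of Gata3 on its own gene, may explain them and was not tested.

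Rn45s, the precursor of ribosomal RNA, had a log2 fold change of 0.54 (standard error 0.15, adjusted p = 0.946 from edgeR) and was higher in 3 of 3 CKO libraries than in every control library. RNA without polyA tails carried over into the CKO libraries could explain it. Rpph1, another such RNA, had a log2 fold change of 0.99 (standard error 0.58, 0.60 to 1.39 with each library left out in turn) with overlapping groups and counts of only 3 to 30, too few to decide, so this cannot be told apart from a change of ribosomal RNA in the lens. No biological explanation was tested.

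Cdkn1a, a p53 target that encodes p21, had a log2 fold change of 0.88 (standard error 0.25, adjusted p = 0.967 from edgeR, 0.67 to 1.20 with each library left out in turn) and was higher in 3 of 3 CKO libraries than in every control library. The list of p53 targets without Eda2r was higher in CKO by camera (adjusted p = 1.99e-05) and fry (adjusted p = 0.0418), but missed 0.05 with an estimated correlation (adjusted p = 0.0658). With the genes of Table S3 left out of all lists, it also missed 0.05 by fry (adjusted p = 0.0572). Of the 10 splits of the 6 libraries, the real one alone (1 of 10) gave a camera p-value as small, and with 10 splits this share cannot be under 0.1. The median log2 fold change of the 18 p53 targets tested was 0.16, with 12 higher and 6 lower. In edgeR's quasi-likelihood test 0 of them passed 0.05 over all genes. Eda2r passed in DESeq2's Wald test (adjusted p = 3.02e-04), where Cdkn1a did not (adjusted p = 0.138). Cdkn1a passed only in the fit with retina and mesenchyme covariates (adjusted p = 2.43e-05 from edgeR), chosen after seeing the data. That fit is weak, since it leaves few residual degrees of freedom. A p53 response is consistent with these values. Whether it would come from Cre, which only the CKO lenses carried, or from loss of Gata3 cannot be separated in this design, since no control carried Cre.

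Mirg, in the imprinted region of Meg3 and Rian, had a log2 fold change of 0.83 (standard error 0.25, adjusted p = 0.989 from edgeR, 0.66 to 0.99 with each library left out in turn) and was higher in 3 of 3 CKO libraries than in every control library. Its region was higher as a list, but with Meg3 and Rian left out only by camera (adjusted p = 0.0277) and not by fry (adjusted p = 0.431). Retina and mesenchyme as the whole cause are argued against by the higher genes of Table S3, Meg3 and Rian among them, whose median log2 fold change was 1.27 with retina and mesenchyme covariates, and Mirg stayed at 0.91 in that fit. Unequal shares of male and female embryos cannot be told apart by Xist alone, whose log2 fold change was 0.25 (95% interval -1.13 to 1.63), but are argued against as the whole cause for the higher genes of Table S3, whose median was 1.21 with Xist as a covariate. GC content is argued against for the Table S3 genes, whose median size was 1.56 with GC-content offsets and 1.55 without. Mirg is not among these genes, and its log2 fold change was 0.85 with the offsets and 0.83 without. A change in the regulation of this region in CKO lenses may remain as a hypothesis, found and tested on the same libraries.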

How the results depend on the processing

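Some alternatives, namely the likelihood ratio test, the covariates, Xist as a covariate, and fry and the estimated correlation without Table S3 genes, were chosen only after the data were seen, and so were the comparison with random covariates and the split counts for DESeq2, the covariates and the lists.

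No gene passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test (457 had an unadjusted p-value under 0.05), nor with limma voom, RLE or upper-quartile factors, crystallins left out of the library sizes, 3 other filters on low counts, GC-content offsets or the replicate number as a block. DESeq2's Wald test gave 85 genes (56 lower, 29 higher), and DESeq2 with a prior on fold changes gave 78 (49 lower, 29 higher). The likelihood ratio test gave 78 (54 lower, 24 higher). The fit with retina and mesenchyme covariates gave 459 (228 lower, 231 higher), and the fit with Xist as a covariate gave 3 (2 lower, Dnase2b and Nlrc5, and 1 higher, Megf10; 491 with an unadjusted p-value under 0.05). Across the 6 fits that each left out one library, the number ran from 0 to 1 (0 lower and 0 to 1 higher); the 1 gene, 4930412O13Rik (log2 fold change 3.63), was called without control replicate 3. The number with an unadjusted p-value under 0.05 was 806 without control replicate 2 (317 lower and 489 higher, against 289 and 168 with all libraries), 1234 without control replicate 3 and 271 without CKO replicate 3. The quasi-likelihood test differs from the likelihood ratio test in adding the uncertainty of each gene's own spread, with 2.85 prior degrees of freedom. On simulated counts, 25.7% of DESeq2's calls at a log2 fold change of 1 were false, against 7.74% for the quasi-likelihood test. Genes were simulated independently of each other, so these shares may not hold for the real libraries. Spread from unequal shares of retina and mesenchyme was also weighed as a cause, as described under the other observations. Beyond these, the cause was not tested.

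In the quasi-likelihood test the real split gave 0 genes, a number that all 10 splits of the 6 libraries reach by definition, so this count of splits decides nothing. Control replicates 1 and 2 with CKO replicate 2 against the rest gave 20 genes (1765 with an unadjusted p-value under 0.05, against 457 in the real split). Its first group holds the 3 libraries with the lowest mean log2 CPM of retina genes (6.87, 5.95 and 6.82). The other 9 splits, the real one included, gave 0. With DESeq2, 2 of 10 splits gave as many as the real one, and that same other split gave 421. In the fit with covariates, 1 of 10 splits, the real one, gave as many, and the other split gave 274. Of the 10 splits, 2 gave as many lists past the threshold, again the real one and that split (11 lists). No split share can be under 0.1 with 10 splits.

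Gata3 was past the threshold with DESeq2 (log2 fold change 1.72), DESeq2 with the prior (0.56), the likelihood ratio test (1.71) and the covariates (2.19), and ran from 1.41 to 2.32 with each library left out. Cdkn1c was past it only with the covariates (-0.31), and ran from -0.85 to -0.18 with each library left out. Cdkn1b passed the threshold in no alternative. The cause was not tested.

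By camera, 10 of 16 lists passed 0.05, against 2 by fry and 2 with an estimated correlation, in both cases p53 targets and the Dlk1-Dio3 region. With the Table S3 genes left out of each list, 0 passed by fry and 0 with an estimated correlation (p53 targets, adjusted p = 0.0572 and 0.132; Dlk1-Dio3 region, 0.431 and 0.279). Camera with preset correlation takes genes of a list as nearly independent. The number was 7 to 13 with each library left out (7 without CKO replicate 3), and 7 with covariates. The median log2 fold change of some lists changed sign with 1 library left out: without control replicate 2, that of retina was -0.13 (adjusted p = 0.0405) and that of proliferation -0.0276; without CKO replicate 2, that of mesenchyme was -1.44, with 8 of 8 genes lower, and that of surface ectoderm -0.26. Lists that did not pass with all 6 libraries but passed with 1 left out were inhibitors of cyclin-dependent kinases without control replicate 2 (adjusted p = 0.0427), mesenchyme, higher without control replicate 1 (adjusted p = 0.00126) or CKO replicate 1 (adjusted p = 0.00568) and lower without CKO replicate 2 (adjusted p = 9.55e-04), pigment cells, higher without control replicate 1 (adjusted p = 0.00523) and lower without CKO replicate 2 (adjusted p = 0.00316), and surface ectoderm, higher without control replicate 1 (adjusted p = 0.0424) or CKO replicate 1 (adjusted p = 0.0209). Blood did not pass without control replicate 2 (adjusted p = 0.741), proliferation without control replicate 2 (adjusted p = 0.727) or CKO replicate 3 (adjusted p = 0.157), retina without CKO replicate 3 (adjusted p = 0.217), and lens epithelium without control replicate 2 (adjusted p = 0.764), CKO replicate 1 (adjusted p = 0.0711) or CKO replicate 3 (adjusted p = 0.102).

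Of the other 28 genes followed, fold changes were compared with the main value 559 times (the fit with Xist as a covariate was not compared gene by gene): 476 kept direction and side of the threshold, 78 came past it in the same direction, and 5 reversed. Reversals were Cryab (-0.17 to 0.70 with each library left out), Ezh2 (-0.12 to 0.25, and -0.0714 with the covariates) and Kdm6b (-0.0376 to 0.0893). Rn45s has no value under the filter on mean FPKM, since it has no exon length.

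Replicate numbers were entered as a block. By title number, the deviations of control and CKO libraries correlated across genes at -0.487, 0.0899 and 0.442 for numbers 1, 2 and 3. Genes are not independent replicates, and the title numbers thus do not pair the libraries. Pairing by the numbers of the descriptions was not tested. The replicate block gave 0 genes (516 with an unadjusted p-value under 0.05, smallest adjusted p = 0.0511 from edgeR) and 10 lists, and 0 genes together with GC-content offsets. It changed no other call.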

Differences from the paper's values

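The paper reports 72 differentially expressed genes, 43 downregulated and 29 upregulated, and edgeR's quasi-likelihood test gave 0, 0 lower and 0 higher, with 457 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test (85, 56 and 29) and DESeq2 with a prior on fold changes (78, 49 and 29) came within 1.5 times of the paper's 72, 43 and 29, and DESeq2 is the tool the paper's methods name. Both called all 72 genes of Table S3, with 13 and 6 genes beyond it. No other alternative set before the data were examined came within 1.5 times; without control replicate 3 the count was 1, and in the rest it was 0. The likelihood ratio test in edgeR, chosen after seeing the values, gave 78 (54 lower, 24 higher) and called 62 of the 72. The fit with covariates, also chosen after seeing the values, gave 459 (228 lower, 231 higher) and called 70 of the 72. The fit with Xist as a covariate, chosen in the same way, gave 3 (2 lower, 1 higher).

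On the scale of DESeq2's prior, the log2 fold changes of the 72 genes differed from the paper's by at most 0.00187. The paper states that most of these genes changed by less than a factor of 2. Without shrinkage, 54 of the 72 had a log2 fold change over 1 in size, and on the prior's scale 1 did.

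The paper's Table 1 lists Dgkg among commonly downregulated genes. Its log2 fold change here was 1.47, and the paper's own Table S3 lists 0.55. The paper states that RNA-Seq showed the excision of exon 4. The count per gene of Gata3, which does not separate exons, was higher in the libraries labelled CKO (log2 fold change 1.72). The 2 measures differ and are not in conflict, and the paper's Table S3 also lists Gata3 as higher (0.56).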

Other observations

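The fits with covariates, their comparison with random covariates, the split counts for DESeq2, the covariates and lists, the tests of GC content and of mesenchyme, the fit with Xist as a covariate, and the comparison of each higher gene with the retina markers were chosen only after the results were seen.

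The absence of genes past the threshold in the quasi-likelihood test was weighed against unequal shares of retina and mesenchyme in the libraries. Mean log2 CPM of 15 retina genes were 6.87, 5.95 and 7.43 in control and 7.02, 6.82 and 7.24 in CKO replicates 1, 2 and 3. Those of 8 mesenchyme genes were 6.65, 4.45 and 3.67, and 3.54, 7.36 and 4.51. With both as covariates 459 genes passed, and 1 of 50 pairs of random lists matched in size and expression gave as many. Spread from such tissue may thus be a source of the low number, as a hypothesis. The test is weak: the random pairs gave up to 997 genes (median 11) and gave at least 1 in 33 of 50, the fit leaves few residual degrees of freedom, and 1 other split of the libraries gave 274 under it. The covariates were tried in this form only.

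Tubb3, an abundant retina marker, had 425, 203 and 669.6 CPM in control and 485, 396 and 576 in CKO. Whether retina carried over explains genes higher in CKO lenses was first tested by the retina list, which was higher as a set by camera with preset correlation (adjusted p = 0.0118), as carry-over would need. This did not hold by fry (adjusted p = 0.806) or an estimated correlation (adjusted p = 0.647), and without control replicate 2 the list turned lower (adjusted p = 0.0405), so for the higher genes as a whole retina cannot be told apart from another cause. The sizes were then compared because that test did not decide. Asking every one of the 29 higher genes of Table S3 to exceed the highest retina marker failed on 1, Cask (0.32), so the genes were counted instead: 28 of the 29 rose more than every retina marker (median 0.17, at most 0.35, for Nefl). This limit depends on control replicate 3: without it Nefl was at 0.79 and the retina median at 0.58, and 19 of the 29 lay above the limit. Without control replicate 2 the limit was -0.00399, and without CKO replicate 3 it was 0.21, with all 29 above it in both. The 19 genes above the limit with all libraries and with each one left out rose more than added retinal RNA would give. For the other 10, Meg3 and Cask among them, the sizes do not decide. In the fit with retina and mesenchyme covariates their median was 0.57, against 0.53 without, so these covariates did not take up their rise. This argues only weakly against retina as their whole cause. In that fit 10 of 10 passed the threshold, which adds little, since the fit is weak and the paper took these genes from the same libraries. All 15 retina genes were higher, and in 0 of them did the groups separate.

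Blood, vessel and macrophage lists argue against those cells as a source of the higher genes, for blood on only 5 tested genes of 11. The globin genes Hba-a2, Hbb-b1, Hbb-bs and Hbb-bt had 0 counts in every library. Median log2 fold changes of the blood, vessel and macrophage lists were -0.76, -0.39 and -0.45 (camera, adjusted p = 0.00516, 0.00103 and 3.40e-06). The direction was lower in all 14 settings of the set tests, which reuse the same libraries. By fry the lists did not pass (adjusted p = 0.653, 0.517 and 0.388). Without control replicate 2 the medians were -0.0682, -0.23 and -0.21. That of vessels was -0.78 without CKO replicate 2. Mesenchyme genes were higher in 8 of 8 (median 0.63, adjusted p = 0.426), but in 0 of 8 did the groups separate, and the median was -1.44 without CKO replicate 2 and 2.15 without control replicate 1. The higher Table S3 genes kept a median of 1.27 with retina and mesenchyme covariates, against 1.22 without, which argues against mesenchyme as their whole cause.

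The sex of the embryos differed between pools. CKO replicate 1 had 42041 Xist counts and 966 counts on Y-linked genes, the most and the least of the 6 libraries, and CKO replicate 2 had 4459 on Y-linked genes, the most. Xist had a log2 fold change of 0.25 (standard error 0.58, 95% interval -1.13 to 1.63, and -0.59 without CKO replicate 1), too wide to decide, so for the higher genes in general unequal sex of the groups cannot be told apart from another cause. For the 29 higher genes of Table S3 it is argued against as the whole cause: with Xist as a covariate their median was 1.21, against 1.22 without, and the 95% intervals of 29 of 29 lay above 0. That fit took up the differences in sex, since the standard error of the Y-linked gene Ddx3y fell from 0.45 to 0.14. Of the 72 genes, 4 are X-linked and 0 Y-linked.

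Lower fibre genes in CKO lenses could come from a smaller share of lens tissue or of fibre cells. A smaller share of lens beside retina and mesenchyme would itself lower fibre genes, so their direction alone does not decide. Of the fibre genes outside Table S3, 13 of 13 were lower (median -0.85), and 10 of 13 without control replicate 2 (median -0.28). With both covariates their median was -0.40, with 10 of 13 lower, 9 of them past the threshold, and 3 higher. Such a share may thus account for part of the change. Because that fit is weak, as described above, it cannot exclude such a share as the whole cause. A smaller share of fibre cells cannot be told apart from lower expression in each fibre cell. Lens epithelium genes, which would rise, had a median of -0.25 (camera, adjusted p = 0.0442), but without control replicate 2 that list turned higher (median 0.0458), and the shares of other tissue move it too. GC content is argued against for the Table S3 genes, whose median size was 1.56 with GC-content offsets and 1.55 without.

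Megf10 was weighed against an effect of its chromosomal region, such as a transgene inserted near it or a linked strain variant. Of its 10 expressed neighbours, 1 had an unadjusted p-value under 0.05 (C330018D20Rik, log2 fold change 0.34). An insertion can also change a single gene, so a regional effect cannot be told apart from regulation by Gata3.

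Further lists gave these values by camera. Proliferation genes were higher (median log2 fold change 0.10, adjusted p = 0.00314), but turned lower without control replicate 2 and did not pass by fry (adjusted p = 0.698). Pigment cell genes (median 0.06, adjusted p = 0.849) and surface ectoderm genes (median 0.41, adjusted p = 0.255) did not pass; both depended on single libraries. Pigment cell genes were higher without control replicate 1 (median 1.33, adjusted p = 0.00523) and lower without CKO replicate 2 (median -1.08, adjusted p = 0.00316). Surface ectoderm genes were higher without control replicate 1 (median 0.66, adjusted p = 0.0424), without CKO replicate 1 (median 0.69, adjusted p = 0.0209) and with the covariates (adjusted p = 4.37e-04), had a median of 0.0502 without control replicate 3 (adjusted p = 0.695), and turned lower without CKO replicate 2 (median -0.26, adjusted p = 0.611). Alb and Afp had 1708 and 1008 counts in CKO replicate 1, against at most 565 and 114 in the other libraries.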
